A study of Rattus norvegicus with 10 samples. Its data were reported in "Adult Rat Bones Maintain Distinct Regionalized Expression of Markers Associated with Their Development" (2009).

How the data were processed

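Bone-derived cells of the calvaria and the ulna of 5 rats were compared on 10 arrays of the Illumina rat expression BeadChip, 1 per culture. Per the labels, each culture came from a named rat and site and was harvested at passage 3 and 95% confluence. Third-digest cells of each bone had been expanded in serum-containing medium, and total RNA was taken from the near-confluent cultures. Site was the only factor compared, and the replicate is the rat. The 5 cultures of a site came from separate animals.

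The deposited raw table holds the average bead signal of each probe as an intensity on a linear scale, exported by the authors from BeadStudio with neither background subtraction nor normalisation between arrays. The deposited value table holds processed intensities of the same arrays. Its columns have nearly identical distributions, with medians of 9.36 to 9.40 and 24.0 to 24.1% of values at or below 0, so the authors appear to have subtracted background and quantile normalised on a linear scale, with settings not given in the sources used here. Detection p-values and negative control signals were not used here. The study's own call for these arrays, a BeadStudio difference score, was not computed.

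Rows of the raw and value tables carried different identifiers, so they were matched by their ranks on the 10 arrays. All 22517 raw rows matched 1 value row each, both ways, with a largest rank distance of 0.264% of ranks and a next-best row at least 6.35 times farther. A simulated pairing was recovered for 100% of rows, and with the sites exchanged 36.0% of rows matched both ways. Gene names rest on this match and on the platform's annotation. 13787 probes had 1 symbol, 0 had several and 8730 had none, for 13336 distinct symbols. The genes of 13747 probes stood in a current rat gene table, and 0 symbols needed updating. 6 rows of the value table had no raw row and entered no comparison.

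Raw signals were background corrected by normexp with an offset of 50, taken to log2 and quantile normalised in limma 3.58.1 (R 4.3.3), with all 22517 probes kept. A log2 difference is therefore on the scale of log2 of signal plus offset, which understates the change of dim probes. A linear model with rat and site was fitted with lmFit and eBayes, and p-values were adjusted by Benjamini-Hochberg over all probes, with 0.05 as the threshold. The background range was taken as values up to 8.514 deposited units, the mirror of the values at or below 0. Where no array of a site rose above it, a fold is given as "at least", computed against the higher of that limit and the probe's own signal.

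The pairing by rat comes from the labels, which give the same animal to both cultures of a number. The deviations from the site means correlated within rats 1 to 5 at 0.06, 0.211, 0.25, 0.176 and 0.129, and calvarial rat 1 correlated most with ulnar rat 5, at 0.284. The median SD within a site was 0.0883 in S-Bdc and 0.0892 in L-Bdc on the log2 scale, and no 2 arrays held identical values.

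35 lists of genes and cell type markers were fixed before the data were examined, as were the design, most alternatives and the rule for named genes. Several of these lists hold genes that the study had reported to differ on these arrays. Among them are Irx5 and Msx2 (craniofacial), Hoxa7 (Hox), Tbx3 (limb), Tgfbi and Fst (TGF-beta), and Cthrc1 and Sfrp2 (Wnt). The set tests of such lists are therefore not fully independent of the study's findings. Each gene was represented by its probe with the highest mean. Lists were tested by camera with a preset correlation of 0.01, adjusted over lists, with an estimated correlation and fry beside it. With an estimated correlation, 0 of the lists passed, with a lowest adjusted p of 0.376. This form of the test rests on the 4 residual degrees of freedom of the main fit, which limits its power. It gave 0.376 for the craniofacial list at an estimated correlation of -0.013, below the preset one. A list that does not pass it is therefore not shown to owe its result to correlation. Named genes were the 8 with the largest difference in each direction among called probes that moved the same way in all 5 pairs, every gene of the list the study singled out for these cells, and up to 4 members of each list with the lowest adjusted p (2 where none passed). 1 of these genes is not reported here. Segregation by site was tested by an exact permutation of the 10 samples, and sizes of differences between lists by 100000 permutations of genes.

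The pipeline was tested on simulated data with 200 of 22517 probes changed between calvarial and ulnar arrays. It recovered 71% of 2-fold and 18% of 1.4-fold changes with 0 false calls, and made 0 calls with no probe changed. A simulated log2 difference of 1 was fitted at a median of 0.691, at 0.926 in the brighter probes and 0.517 in the dimmer ones. The set test (camera of limma) gave a p-value of 1.78e-75 for a shifted set and 0.389 for an unchanged set. Simulated noise was independent between probes and held no rat effect, and only probes with a mean well above the background limit were changed. The recovery therefore does not extend to dimmer probes. False calls and set tests among correlated genes were not tested.

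Alternatives were the fit without the rat, another offset (16) or no background correction, median scaling, cyclic loess or no normalisation between arrays, the dimmer probes left out by mean or by background, the deposited value table, array weights, 1 row per gene, the methods' t-test, each rat left out, rats 1 and 5 left out together, and other set tests. Values of the deposited table were raised to a floor of 16 units, taken to log2 and quantile normalised again. The treatment plus 50 added that offset in place of the floor. Matching and drawing used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3.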

Results

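Cells were grown out of the calvaria, the flat bones of the skull vault, and out of the ulna, a long bone of the forelimb, of the same 5 rats. This gave 5 skull bone-derived cultures (S-Bdc, calvarial) and 5 limb bone-derived cultures (L-Bdc, ulnar), all taken at passage 3 and 95% confluence. Skull vault bones form within a membrane, whereas the ulna forms on a cartilage template, and the vault is partly of neural crest origin. The comparison of sites asks whether adult bone cells kept away from their bone still differ in the genes that pattern skull and limb, and in the genes of bone formation. mRNA was measured on 10 arrays of the Illumina rat BeadChip, 1 per culture. The median raw signal per array ran from 40.6 to 48.1 units, and 12736 of 22517 probes rose above the background range on at least 3 arrays. The number of arrays limits the precision of every value.

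S-Bdc and L-Bdc differed in the expression of many genes. The acute phase and secreted protein genes A2m, a protease inhibitor, and Lbp, which binds lipopolysaccharide, were higher in S-Bdc by 3.00 ± 0.17 and 2.30 ± 0.13 on the log2 scale (SE, n = 5 pairs, as for all log2 differences that follow). L-Bdc had more of the matrix protein genes Thbs4 (S-Bdc minus L-Bdc -3.38 ± 0.44) and Smoc2 (-2.59 ± 0.15). In all, 2050 of 22517 probes passed an adjusted p of 0.05, which is 9.104%, with 997 higher and 1053 lower in S-Bdc. These stood for 1596 named genes. Most differences were small, with a median size of 0.397 among the probes called. A difference of at least 2-fold was found for 136 probes, which stood for 115 named genes, 94 higher and 42 lower in S-Bdc, and 134 of the 136 moved the same way in all 5 pairs.

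Other genes with the largest differences higher in S-Bdc were the interferon-induced membrane protein gene Ifitm1 (2.76 ± 0.10), Fam180a (2.62 ± 0.17), the tetraspanin gene Tspan8 (2.25 ± 0.23), the phospholipase gene Pla2g7 (2.20 ± 0.15) and transferrin, Tf (2.04 ± 0.27). In L-Bdc they were reelin, Reln, an extracellular protein of neuronal migration (-2.31 ± 0.22), Wfdc18, also known as Expi (-2.30 ± 0.17), the chemokine gene Cxcl13 (-2.21 ± 0.20), neuropeptide Y, Npy (-2.06 ± 0.16), stromelysin, Mmp3 (-2.03 ± 0.12), and Enpp1, the enzyme that makes pyrophosphate, an inhibitor of mineralisation (-2.00 ± 0.15). Thbs4 was 10.4-fold lower in S-Bdc and had the largest difference of these (adjusted p = 0.00129). Its difference was smallest in rat 4, with a normalised log2 signal of 9.56 in S-Bdc and 10.38 in L-Bdc. The other rats read 6.95 to 8.62 in S-Bdc and 10.94 to 12.14 in L-Bdc. The adjusted p of Ifitm1 was 3.81e-06. Of the probes called, 1919 moved the same way in all 5 pairs. In place of 2050 probes, 1323 were called without rat 3 and 870 (513 higher and 357 lower in S-Bdc) with no normalisation between arrays. In the deposited processed intensities, raised here to a floor of 16 units and quantile normalised again, 205 probes were called (122 higher and 83 lower).

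The cultures segregated by site. The first principal component held 44.2% of the variance and placed S-Bdc between -18.79 and -12.59 and L-Bdc between 13.66 and 17.03. A tree of the samples split first into the 5 S-Bdc and the 5 L-Bdc. Pearson correlations over probes were 0.9896 to 0.9948 within a site and 0.9815 to 0.9875 between sites. The mean distance between sites exceeded that within sites by 0.00792 (exact permutation test, two-sided p = 0.00794, 2 of 252 orders as large), the smallest p that 5 against 5 can give. With the sites exchanged within rats alone, 2 of 32 orders were as large (exact permutation test, two-sided p = 0.0625), the smallest p that 5 pairs can give.

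**Figure D1:**
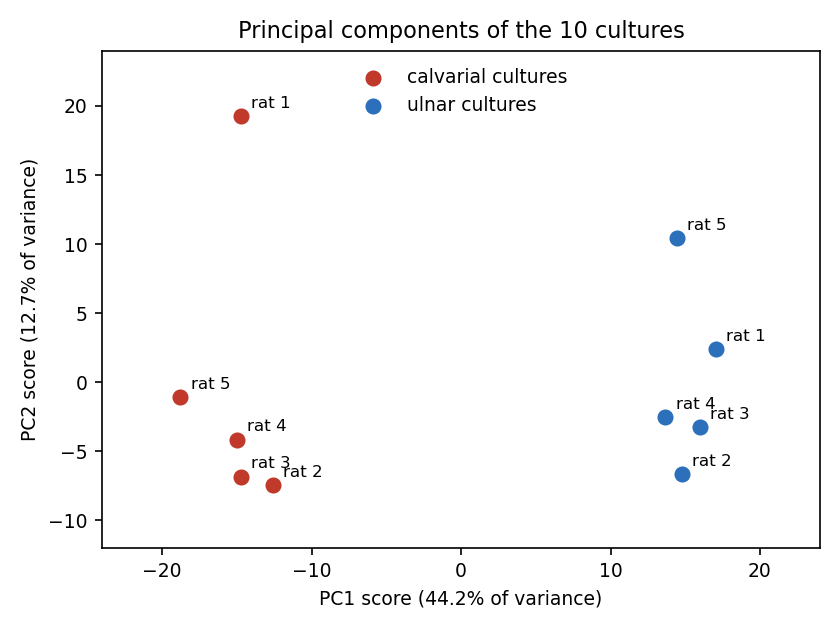
Scores of the 10 cultures on the first principal component (44.2% of the variance) and the second (12.7%), in arbitrary units, with S-Bdc (calvarial) in red, L-Bdc (ulnar) in blue and the rat beside each point. The sites lie on opposite sides of 0 on the first component, and the calvarial culture of rat 1 lies apart on the second at 19.24.

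Several transcription factor genes of head development were higher in S-Bdc. Zic2, a zinc finger gene of the developing dorsal brain and neural crest, had a log2 difference of 1.97 ± 0.13, and since no L-Bdc array rose above background, it was at least 3.51-fold higher in S-Bdc. The homeobox genes Msx2, which acts in suture and skull growth, Irx5 and Meis2 were higher by 1.29 ± 0.12, 1.25 ± 0.11 and 1.11 ± 0.09, and the nuclear receptor gene Nr2f1 by 0.97 ± 0.08. Of 32 craniofacial factor genes measured, 7 were higher and 2 lower in S-Bdc, over all probes and adjusted over the list alone. The other 2 higher genes were Zic5 (0.81 ± 0.06) and Zic1, which was above background on 0 L-Bdc arrays and at least 1.36-fold higher, and the 2 lower ones were Dlx5, which also drives osteoblast differentiation (-1.12 ± 0.12), and Nr2f2 (-0.63 ± 0.06). The other 23 were not called, among them genes that the study named for skull. These included Twist1 (-0.059 ± 0.095, adjusted p = 0.847) and Alx1, also known as Cart1 (0.92 ± 0.33, adjusted p = 0.149). Dlx3 (0.035 ± 0.056) and Zic4 (0.047 ± 0.058) were not called either. Zic1, Dlx5, Nr2f2, Twist1, Alx1, Dlx3 and Zic4 were named after their values were seen. As a list these genes ranked higher in S-Bdc than other genes (camera, adjusted p = 0.0101), with an adjusted p = 0.376 with an estimated correlation. The call was lost in 1 of 19 alternatives, the processed intensities plus 50 (adjusted p = 0.0721, against 3.20e-04 for the lowest).

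Several Hox and limb factor genes were higher in L-Bdc. Hoxa7 was lower in S-Bdc (-1.74 ± 0.13, adjusted p = 5.17e-05), with S-Bdc above background on 1 of 5 arrays. Hoxd10 was lower as well (-1.55 ± 0.25), but hardly in rat 4. There its normalised log2 signal was 6.67 in S-Bdc and 6.79 in L-Bdc, against 5.98 to 6.19 and 7.80 to 8.21 in the other rats. Hoxa13, a gene of the distal limb, was at least 1.02-fold lower (-0.22 ± 0.05), with S-Bdc above background on 0 arrays and L-Bdc on 3, and its call was lost in 10 of 19 alternatives, among them without rats 1, 3, 4 or 5 in turn (highest adjusted p = 0.134). Of 21 Hox genes measured, 3 were lower and 0 higher in S-Bdc (5 lower adjusted over the list alone). Hoxa11, above background on 5 of 5 arrays of each site, was not called (-0.054 ± 0.083, adjusted p = 0.838). The Hox list did not pass the set test (adjusted p = 0.0698, 0.00757 to 0.403 over the alternatives). Of 19 limb factor genes, 5 were lower and 1 higher, with the same counts adjusted over the list alone. The lower genes included the mesenchymal homeobox genes Prrx2 (-0.53 ± 0.05) and Prrx1 (-0.28 ± 0.06), the T-box genes Tbx3 (-0.55 ± 0.05) and Tbx18 (-0.32 ± 0.07) and the short stature gene Shox2 (-0.35 ± 0.07), and Emx2 was higher (0.62 ± 0.12). The call of Prrx1 ended without 2 of the 5 rats in turn (highest adjusted p = 0.062). Tbx18, Shox2 and Hoxa11 were named after their values were seen. The limb list ranked lower in S-Bdc (camera, adjusted p = 0.015), with an adjusted p = 0.376 with an estimated correlation. The call was lost in 6 of 19 alternatives, among them without rat 2 (adjusted p = 0.0702) and without the dimmer probes (0.129), in a range of 0.00441 to 0.552.

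**Figure D2:**
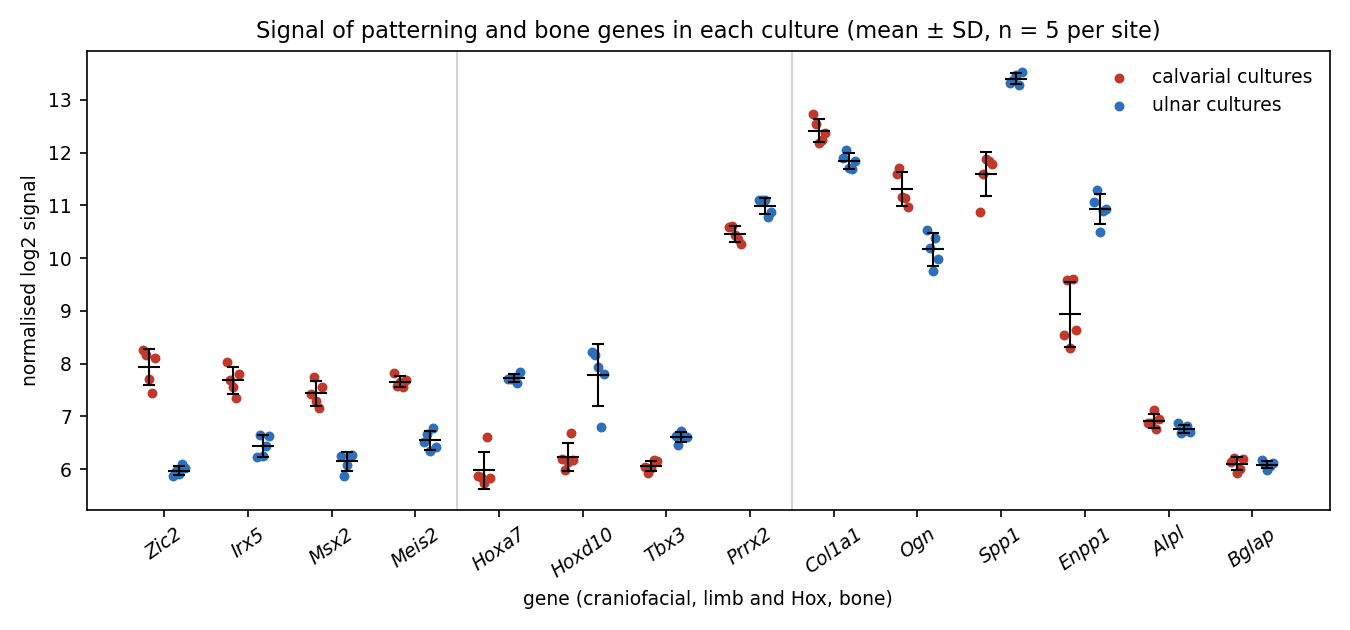
Normalised log2 signal of 14 genes in each of the 5 S-Bdc (calvarial, red) and 5 L-Bdc (ulnar, blue) cultures, each point 1 culture, with black bars for the mean and the SD, in the order craniofacial factors, Hox and limb factors, and bone genes. The factor genes and Col1a1, Ogn, Spp1 and Enpp1 part by site, while Alpl and Bglap overlap.

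Bone cell genes differed in both directions. Osteopontin, Spp1, a phosphoprotein of mineralised matrix, had a mean normalised log2 signal of 11.59 ± 0.42 (SD, n = 5) in S-Bdc and 13.40 ± 0.10 in L-Bdc, a difference of -1.81 ± 0.12 (adjusted p = 3.13e-05). Osteoglycin, Ogn, a small leucine-rich proteoglycan, was higher in S-Bdc by 1.15 ± 0.10, type I collagen Col1a1 by 0.58 ± 0.06, and osteoprotegerin, Tnfrsf11b, a decoy receptor that blocks osteoclast formation, by 0.94 ± 0.11. The phosphatase gene Ptprv was at least 1.37-fold higher in S-Bdc. Of 31 osteoblast genes measured, 6 were higher and 4 lower in S-Bdc (7 and 4 adjusted over the list alone), and the list did not pass the set test (adjusted p = 0.116). Alkaline phosphatase, Alpl, differed by 0.16 ± 0.07 (adjusted p = 0.262) and osteocalcin, Bglap, by 0.01 ± 0.05 (adjusted p = 0.936), with Bglap above background on 3 S-Bdc and 1 L-Bdc arrays. Tnfrsf11b was named after its values were seen.

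The study set the size of the site difference in regional genes against that in bone genes. It compared markers found to differ, whereas the medians that follow take in all measured genes of the lists, called or not. These were unlike in signal, since 23 of 32 craniofacial, 15 of 21 Hox and 15 of 19 limb genes but 27 of 31 osteoblast genes rose above background on an array, and the offset shrinks the differences of dim genes. Over the 72 craniofacial, Hox and limb genes the median size was 0.0578, and over the 31 osteoblast genes 0.141. The difference of -0.083 did not pass the permutation test of genes (two-sided p = 0.076), in which genes are not independent replicates, and was -0.032 without rat 5 (permutation p = 0.334) and -0.038 without rat 1 (permutation p = 0.321). It turned to 0.16 (permutation p = 0.503) when the dimmer probes were left out, and passed the test under median scaling (-0.1, permutation p = 0.0314), in a range of p from 0.0295 to 1 over the alternatives. In the deposited means of single markers, which were picked on these samples, the brighter site over the dimmer was 11.6 for Msx2 and 5.64 for Irx5, and 44.8 for Hoxa7 and 6.49 for Tbx3 with a dimmer mean within background. It was 3.44 for Spp1, 3.18 for Fst, 3.17 for Sfrp2, 3.06 for Apoe, 1.85 for Alcam, 1.27 for Alpl, and 6.31 for Smoc2, higher than that of Irx5. The values 44.8 and 6.49 are not exact folds. With the S-Bdc mean set at the background limit, S-Bdc over L-Bdc was 0.0566 for Hoxa7 and 0.233 for Tbx3. The ratio of Smoc2 in that direction was 0.159, a larger difference than that of Tbx3 at the limit.

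Genes of TGF-beta signalling were called more often higher in L-Bdc than in S-Bdc. All 3 ligand genes were lower in S-Bdc, Tgfb1 (-0.75 ± 0.07), Tgfb2 (-0.93 ± 0.06) and Tgfb3 (-0.61 ± 0.06). The bone morphogenetic protein gene Bmp2 (-0.67 ± 0.06), the TGF-beta-induced matrix gene Tgfbi (-1.32 ± 0.12) and the activin antagonist follistatin, Fst (-1.54 ± 0.19), were lower as well. Bmp6 (0.62 ± 0.06) was higher, as were Ltbp1 (0.50 ± 0.10), Id2 (0.51 ± 0.11) and Tgfbr3 (0.42 ± 0.09). Of 44 genes measured, 4 were higher and 11 lower in S-Bdc (5 and 17 adjusted over the list alone). The list ranked lower in S-Bdc (camera, adjusted p = 0.00901), with an adjusted p = 0.376 with an estimated correlation. The call was lost in 2 of 19 alternatives, both on the processed intensities, those above background (0.0749) and those plus 50 (0.0563), in a range from 5.50e-04. Tgfb3, Bmp6, Ltbp1, Id2 and Tgfbr3 were named after their values were seen.

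Other signalling lists held members on both sides. In the Wnt list the secreted modulators Cthrc1 (1.87 ± 0.11) and Sfrp2 (1.73 ± 0.25) and Dkk3 (0.47 ± 0.08) were higher in S-Bdc and the ligand gene Wnt16 lower (-1.78 ± 0.15), with 3 higher and 4 lower of 45 (4 and 4 adjusted over the list alone, camera adjusted p = 0.929). In the growth factor list Igf2 (1.33 ± 0.15) and the binding protein gene Igfbp7 (1.23 ± 0.11) were higher in S-Bdc and the binding protein gene Igfbp6, named after its values were seen, was lower (-0.72 ± 0.11). Fgfr3, a receptor gene that restrains bone growth, was at least 1.13-fold higher. Of the 22 genes of this list 5 were higher and 3 lower (6 and 4 adjusted over the list alone, camera adjusted p = 0.842). Of 16 estrogen-related genes 2 were higher and 0 lower (3 and 0 adjusted over the list alone, camera adjusted p = 0.0957): Rerg, a Ras-like growth inhibitor gene (1.44 ± 0.07), and Igfbp4 (0.46 ± 0.07), whose dimmer second probe differed by -0.04 (adjusted p = 0.838). In the hedgehog and retinoid list, 1 of 20 genes, the retinoic acid binding protein gene Crabp2, was higher (0.67 ± 0.17), with 0 adjusted over the list alone (camera adjusted p = 0.786), and its call ended without 4 of the 5 rats in turn (highest adjusted p = 0.165).

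Genes of the cell cycle were lower in S-Bdc. The mitotic kinase gene Plk1 (-0.81 ± 0.06), the ubiquitin-conjugating enzyme gene Ube2c (-0.99 ± 0.11) and the replication genes Cdc6 (-0.72 ± 0.08) and Mcm3 (-0.82 ± 0.10) were among them. Of 35 genes measured 26 were lower and 0 higher (31 and 0 adjusted over the list alone), and the median log2 difference was -0.589. The number lower was 16 under median scaling, 7 with no normalisation, and 1 in the processed intensities, 7 in those above background and 6 in those plus 50. In processed intensities with a mean above 50, it was 28 of 30 genes measured. The median was below 0 in each of the 5 pairs, at -0.292, -0.277, -0.593, -0.781 and -0.991 in rats 1 to 5. The list ranked lower in S-Bdc (camera, adjusted p = 7.19e-25), with an adjusted p = 0.376 with an estimated correlation, which was high in this list at 0.606. The craniofacial list had the same adjusted p at an estimated correlation of -0.013, so the value does not single out correlation.

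**Figure D3:**
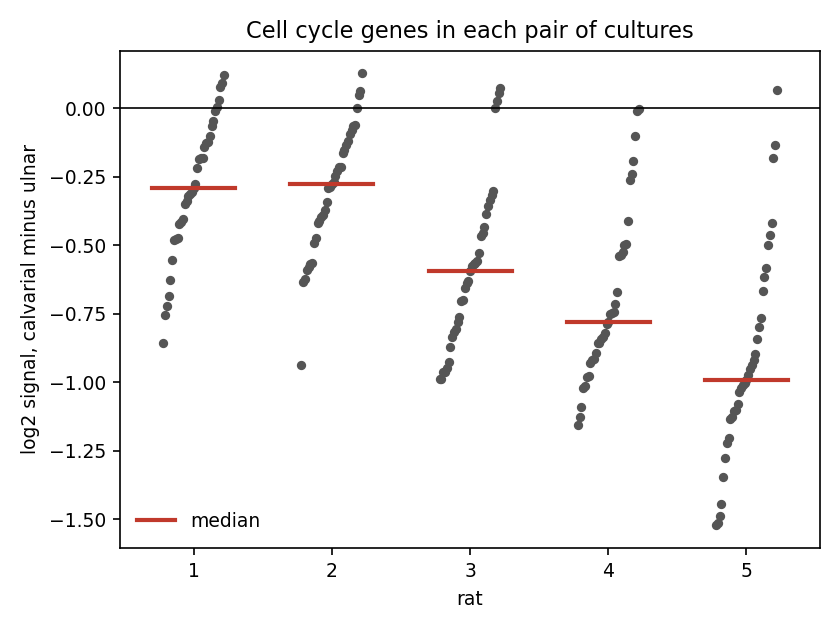
Difference in normalised log2 signal between the calvarial and the ulnar culture of each rat for 35 cell cycle genes, each point 1 gene, in order of size within each rat, with the median as a red line. The medians run from -0.991 in rat 5 to -0.277 in rat 2, all below 0.

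Matrix genes differed gene by gene. In the collagen list Col3a1 (0.63 ± 0.08) and Col4a1 (0.96 ± 0.06) were higher in S-Bdc and Col18a1 was lower (-0.31 ± 0.05), with 6 higher and 1 lower of 19 (7 and 4 adjusted over the list alone, camera adjusted p = 0.0775). Of 53 glycosaminoglycan and proteoglycan genes 4 were higher and 8 lower (6 and 10 adjusted over the list alone, camera adjusted p = 0.0916). Fibromodulin, Fmod, was higher (1.36 ± 0.21), and the hyaluronan synthase gene Has2 (-0.98 ± 0.12) and the chondroitin synthase gene Chsy1 (-0.81 ± 0.07) were lower. Of 28 matrix protease and inhibitor genes 2 were higher and 5 lower (4 and 6 adjusted over the list alone, camera adjusted p = 0.38), with Adamts2, which trims procollagen, higher (0.71 ± 0.08) and Adamts1 (-0.97 ± 0.11) and Plau (-0.69 ± 0.11) lower. Of 17 cartilage genes 1 was lower and 0 higher, by both counts (camera adjusted p = 0.802): lubricin, Prg4 (-1.65 ± 0.29).

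Inflammatory and stress response genes also went both ways. The chemokine gene Ccl20 was higher in S-Bdc by 2.02 ± 0.17, and the prostaglandin synthase gene Ptgs2 (-1.46 ± 0.14), interleukin 6, Il6 (-1.17 ± 0.12), and the adhesion gene Vcam1 (-1.60 ± 0.17) were lower, with 6 higher and 7 lower of 35 (10 and 7 adjusted over the list alone, camera adjusted p = 0.38). Of 18 stress genes 5 were higher and 5 lower (5 and 7 adjusted over the list alone, camera adjusted p = 0.464). The growth arrest gene Gadd45a (1.47 ± 0.07) and heme oxygenase, Hmox1 (1.10 ± 0.14), were higher, and the immediate early genes Egr1 (-1.18 ± 0.08) and Ier2 (-0.67 ± 0.08) lower. Of 43 axon guidance genes 5 were higher, among them Slit3 (1.10 ± 0.08) and Slit2 (0.57 ± 0.06), and 5 lower, among them Reln and Sema3e (-0.52 ± 0.06), against 5 and 6 adjusted over the list alone (camera adjusted p = 0.802). Of 13 reference genes 2, Gusb (0.23 ± 0.06) and Sdha (0.19 ± 0.05), were higher and 0 lower (3 and 1 adjusted over the list alone, camera adjusted p = 0.484). Both calls were lost in 15 of 19 alternatives, among them each of the 5 rats left out in turn (highest adjusted p 0.143 for Gusb and 0.165 for Sdha).

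Few markers of other cell types were called between sites. Of 15 monocyte and macrophage, 11 endothelial, 11 skeletal muscle, 7 epithelial and 8 erythroid genes, 0 were called by limma, over all probes or adjusted over the list alone. Those with the lowest p were Cd14 (-0.15 ± 0.07, adjusted p = 0.333) and Coro1a (-0.12 ± 0.05, 0.271), Egfl7 (-0.28 ± 0.08, 0.0789) and Flt1 (-0.15 ± 0.06, 0.195), Myod1 (-0.29 ± 0.10, 0.142) and Myh2 (0.20 ± 0.07, 0.108), Cdh1 (0.09 ± 0.05, 0.348) and Krt8 (0.08 ± 0.07, 0.606), and Ahsp (-0.29 ± 0.08, 0.0696) and Klf1 (0.07 ± 0.06, 0.685). The camera adjusted p of these lists ran from 0.464 for endothelial cells to 0.979 for erythroid cells. Genes above background on an array numbered 7 for monocytes and macrophages, 6 for endothelial cells, 8 for skeletal muscle, 5 for epithelial and 4 for erythroid cells. A difference in the remaining genes of these lists could not be seen. Of 7 osteoclast genes 1 was lower, Mmp9 (-0.20 ± 0.05), by both counts (camera adjusted p = 0.809), and its call ended without 4 of the 5 rats in turn (highest adjusted p = 0.16). Of 10 adipocyte genes lipoprotein lipase, Lpl, was higher (0.48 ± 0.07), with 3 adjusted over the list alone (camera adjusted p = 0.206).

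Some tendon and fibroblast markers held larger differences. All 4 tendon genes measured were called, with Tnmd (1.02 ± 0.12) and Fmod higher in S-Bdc and Thbs4 and Egr1 lower, by both counts (camera adjusted p = 0.842). Of 11 fibroblast genes 3 were higher and 0 lower (3 and 1 adjusted over the list alone, camera adjusted p = 0.106): dermatopontin, Dpt (1.44 ± 0.21), Pdgfra (0.39 ± 0.08) and Fap (0.32 ± 0.08). Of 6 osteocyte genes Irx5 and Pdpn (0.50 ± 0.09) were higher, by both counts (camera adjusted p = 0.0698). Irx5 also stands in the craniofacial list. The others were not called, with Sost, Phex and Fgf23 above background on 0 arrays and Dmp1 on 1 array of each site. Of 9 smooth muscle and pericyte genes Smtn (-0.34 ± 0.05) and Cspg4 (-0.35 ± 0.06) were lower (3 lower adjusted over the list alone, camera adjusted p = 0.319). Of 12 neuron genes Stmn2 was higher (1.52 ± 0.15) and Tubb3 lower (-0.27 ± 0.07), by both counts (camera adjusted p = 0.786). Cnp was higher (0.39 ± 0.06) among 8 glial genes (1 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.834), and Crabp2 among 8 meningeal genes (1 and 1 adjusted over the list alone, camera adjusted p = 0.509). With single rats left out in turn, the calls of Tubb3 and Crabp2 ended in 4 of 5 cases, that of Fap in 3 and that of Pdgfra in 1 (highest adjusted p 0.157, 0.165, 0.13 and 0.0534).

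**Figure D4:**
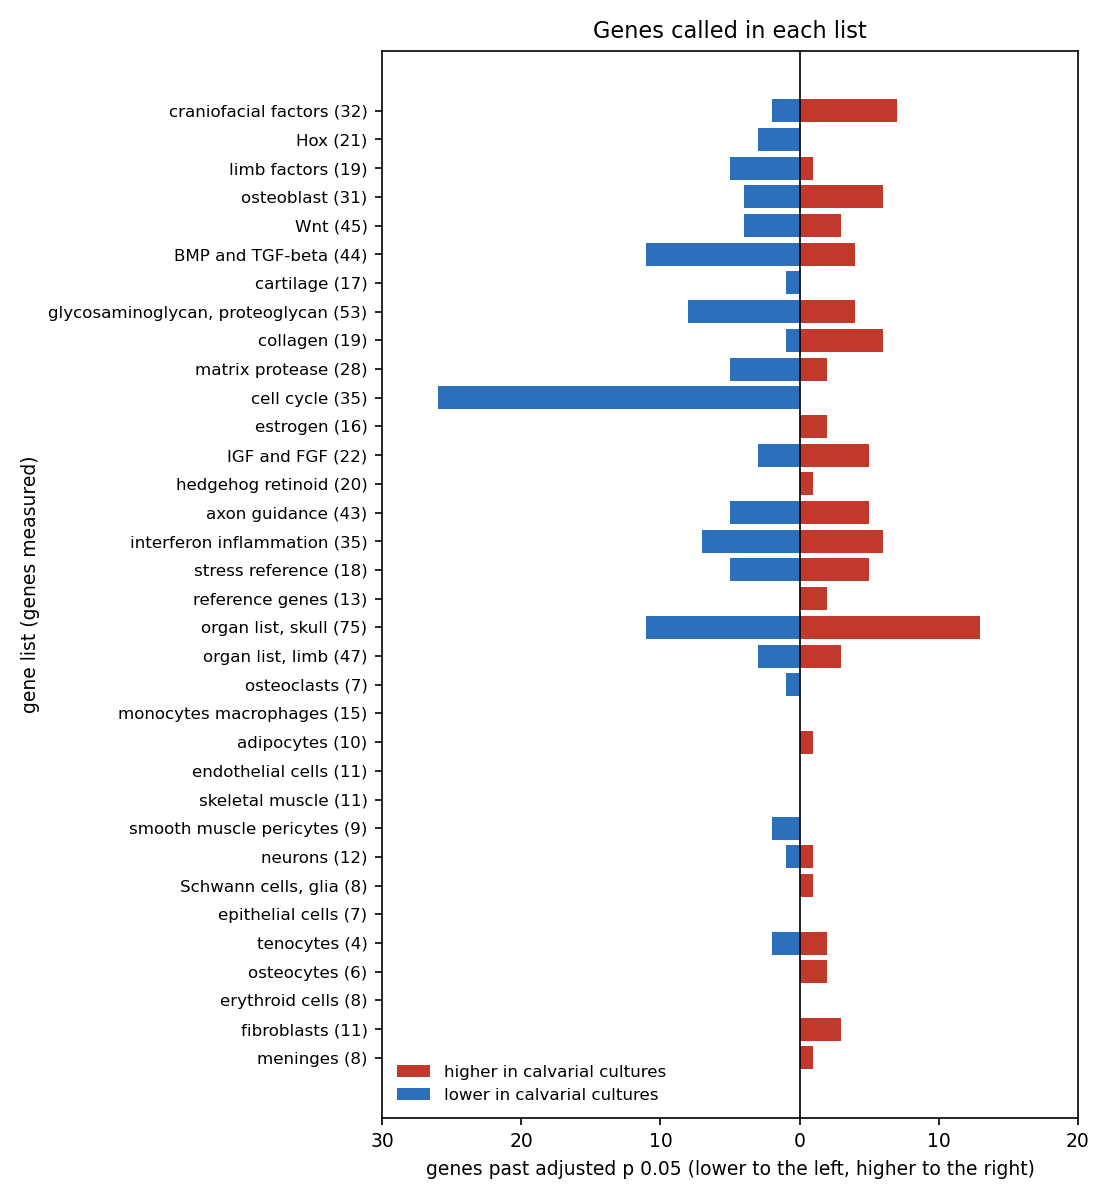
Number of genes past an adjusted p of 0.05 in each gene list, with those higher in S-Bdc (calvarial) to the right in red and those lower to the left in blue, and the number of genes measured in parentheses. The cell cycle list has 26 lower and 0 higher of 35, the organ lists hold genes that the study listed for whole bones, and the genes it singled out for these cultures are not drawn.

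Genes that the study listed for whole skull and limb bones did not shift by site in the cultures beyond the tests. Of 75 genes of its skull list 13 were higher and 11 lower in S-Bdc (15 and 13 adjusted over the list alone, camera adjusted p = 0.398), and of 47 genes of its limb list 3 were higher and 3 lower (4 and 4 adjusted over the list alone, camera adjusted p = 0.465). Cthrc1, Meis2 and Nr2f1 of the skull list were higher in S-Bdc and Enpp1 lower. In the limb list Hoxa7 and Wnt16 were lower in S-Bdc, and the stress gene Trib3 (0.51 ± 0.08) and the cell cycle partner gene Tfdp2 (0.32 ± 0.06) higher. The share of called genes that were higher did not differ between the lists beyond the test (Fisher's exact test, two-sided p = 1). With 3 higher and 3 lower in the limb list, this test could show little. In the skull list 66 of 75 genes rose above background on an array, and in the limb list 35 of 47. Over all measured genes 43 of 75 and 19 of 47 were higher in S-Bdc (Fisher's exact test, two-sided p = 0.0938).

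The 17 genes that the study singled out for these cultures were followed by their deposited means as well. Of these, 7 were higher and 8 lower in S-Bdc, by both counts, and 2, Alpl and Bglap, did not pass (camera adjusted p = 0.834). The study chose this list on these samples, so it is not independent evidence of direction. The ratio of deposited means, S-Bdc over L-Bdc, was 0.0223 for Hoxa7, 5.64 for Irx5, 11.6 for Msx2, 0.131 for Reln, 0.29 for Spp1, 1.27 for Alpl, 0.202 for Wfdc18, 1.13 for Bglap, 0.154 for Tbx3, 0.206 for Tgfbi, 0.159 for Smoc2, 0.315 for Fst, 3.17 for Sfrp2, 3.74 for Cthrc1, 7.87 for Rerg, 1.85 for Alcam and 3.06 for Apoe. The S-Bdc means of Hoxa7 (3.4 ± 18.3 deposited units, SD, n = 5, above background on 1 array) and Tbx3 (5.6 ± 4.5, on 2 arrays) lay within the background range, and set at its limit of 8.514 units the ratios were 0.0566 and 0.233. Both means of Bglap lay within it. Apolipoprotein E, Apoe (1.34 ± 0.16), and the adhesion gene Alcam (0.87 ± 0.08) were higher in S-Bdc. Of the 35 lists 4 passed the set test, against 7 without rat 3, 8 without rat 5, 7 under median scaling and 0 with an estimated correlation. In the growth factor, study, osteoclast, glial, erythroid and epithelial lists the median differed in sign from the mean or the set test. The calls of 9 named genes (Crabp2, Fap, Gusb, Hoxa13, Mmp9, Pdgfra, Prrx1, Sdha and Tubb3) ended when 1 rat was left out, with a highest adjusted p from 0.0534 for Pdgfra without rat 3 to 0.165 for Crabp2 without rat 3.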

Values the study reported

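The study reported 249 genes with significant differences between S-Bdc and L-Bdc, about 1% of the genome. In its array data the skull to limb ratio in cells was 0.02 for Hoxa7, 16.10 for Irx5, 13.10 for Msx2, 0.01 for Reln, 0.30 for Spp1, 1.28 for Alpl, 0.21 for Expi, 1.16 for Bglap2, 0.13 for Tbx3 and 0.20 for Tgfbi. By qRT-PCR it was 0.04 for Hoxa7, 6.95 for Irx5, 11.40 for Msx2, 0.12 for Reln, 0.08 for Spp1, 3.18 for Alpl, 0.13 for Expi, 1.05 for Bglap2, 0.41 for Tbx3 and 0.11 for Tgfbi. The text gave 3.73 for Cthrc1 and 8.3 for Rerg in S-Bdc, and a 7.7 fold higher level of Reln in L-Bdc.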

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

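For the probes that differed between rats, the tests against other pairings and against array quality were chosen after the result was seen. In 11 of 214 groups of 5 values tested, 1 culture lay apart from the other 4 by Dixon's criterion, and chance gives about 1 in 20. The calvarial culture of rat 2 stood apart for Fam180a at a normalised log2 signal of 10.1 (others 8.57 to 8.88), Gadd45a at 9.77 (10.11 to 10.14), Slit2 at 8.65 (8.43 to 8.46) and Krt8 at 6.78 (6.42 to 6.48). The calvarial culture of rat 1 did for Spp1 at 10.87 (others 11.59 to 11.87), that of rat 3 for Nr2f1 at 7.47 (7.24 to 7.30) and that of rat 4 for Hoxa7 at 6.6 (5.74 to 5.87). Among ulnar cultures, rat 2 stood apart for Lbp at 9.58 (others 8.69 to 8.81), rat 1 for Tgfb2 at 8.04 (8.27 to 8.35) and rat 5 for Chsy1 at 7.37 (7.61 to 7.71). On the second principal component the calvarial culture of rat 1 scored 19.24 against -7.48 to -1.09 for the others of its site.

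Of the 6 rows of the deposited value table that entered no comparison, 5 held signal above the background limit of 8.51 units. Their highest values were 13102 and 7246.4 in both rows of the thioredoxin gene Txn1, 11983.5 in the elongation factor gene Eef1a1, 8.8 in 1 row of the albumin gene Alb (-1.3 in the other) and 6675.1 in the ribosomal protein gene Rps9, which read 747.2 to 1000.7 in both cultures of rats 1 and 5 and 5090.3 or more in the other 6.

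Rps9 belonged to 50 probes (0.22%) that differed between rats alike in both sites, 8 of which also differed between sites. Its main probe read 6.82 to 7.48 in both cultures of rats 1 and 5 and 11.31 to 11.60 in the other 6, and Mrpl18, a mitochondrial ribosomal protein gene, read 9.60 to 9.80 in rats 3 and 5 and 6.22 to 6.84 in the others. Random pairing of the cultures argued against chance, since 1 of 100 pairings, the real one, gave as many probes (50, highest other 34), and the 20 strongest probes split the rats in 11 ways, which argues against array quality as a common cause. A difference between the rats in inherited sequence may underlie them, either in expression or in the stretch a probe binds, and over these genes the explanations cannot be told apart because 0 of them had a second probe above background with a raw signal. For Rps9 the further row of the value table followed the main probe, with the lowest of the 6 cultures that read high 5.09 times the highest of the other 4, which argues against a variant under the main probe alone if the probes bind separate stretches, which was not tested. Differences of expression between animals stay open and untested.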

How the results depend on the processing

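The alternatives without normalisation between arrays, with probes above background on 3 arrays, without rats 1 and 5, and the 3 further treatments of the deposited value table were chosen after the data were seen. With no replicate block, that is without the pairing by rat, 1915 probes were called, 1744 of them shared with the paired fit. The calls of 5 of 91 named genes ended without it (Prrx1, Col18a1, Crabp2, Gusb and Pdgfra), a later list of 15 p53 target genes passed without it (adjusted p = 0.036 against 0.114 with an estimated correlation), and it changed no other call of a named gene or list and no count by 1.5 times.

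Against 2050 probes in all, median scaling called 1268, no normalisation 870 (513 higher, 357 lower), the processed intensities 205 (122 higher, 83 lower), and their treatments 937 (above background on 3 arrays) and 753 (plus 50). In the processed intensities, 48.9% of probes lay on all arrays at the floor of 16 units, which was set here and not by the authors. The log2 differences of these intensities correlated with those from raw signals at 0.93 across probes. Limma's prior degrees of freedom were 0.25 there, 0.56 above background, 0.72 plus 50 and 6.57 with a mean above 50 (1609 probes called), against 5.43 from raw signals. The methods' t-test gave 3543 unadjusted and 3 after Benjamini-Hochberg. Single rats left out gave 1323 (without rat 3) to 2219. Against 136 probes of at least 2-fold, an offset of 16 gave 221, the processed intensities above background 291 and with a mean above 50 287, the methods' t-test after Benjamini-Hochberg 2, and single rats left out 131 to 151. Against 4 lists, median scaling and no normalisation gave 7 each, the processed intensities above background and plus 50 gave 2 each, the estimated correlation 0, fry 9 in 1 direction and 30 mixed, and single rats left out 3 to 8 (7 without rat 3, 8 without rat 5). Segregation by site was 0.00728 without rats 1 and 5 (exact permutation p = 0.1, the smallest that 3 against 3 allows) and 0.0075 to 0.00824 with single rats left out. The size of patterning against bone genes passed the threshold under median scaling (-0.1, permutation p = 0.0314), cyclic loess (-0.094, p = 0.0396) and no normalisation (-0.11, p = 0.0295), was reversed with the dimmer probes left out (0.16), above background on 3 arrays (5e-04) and in processed intensities with a mean above 50 (0.72), and ran from -0.076 to -0.032 with single rats left out. The cause of the changes in this paragraph was not tested.

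Of the 91 calls of named genes none reversed in any alternative. Array weights kept 91, single rats left out 83 to 88, no normalisation 75 and the processed intensities 27. Bglap, which was not called, read -0.008 without rat 2 and -0.002 without rat 5 (-0.008 to 0.029 with single rats left out). For lists not called, the set test turned its direction in some alternatives, with these medians. Erythroid: 0.013 without the block, 0.014 without rats 1 and 5, 0.027 without rat 4, 0.021 without rat 5 (0.001 to 0.027 with single rats left out). Glial: 0.018 with median scaling, 0.022 with no normalisation, 0.003 without rats 1 and 5, -0.359 at a mean above 50. Hedgehog and retinoid: -0.031 without dimmer probes, 0 in the processed intensities and 0 above background. Monocyte: 0.064 without dimmer probes, 0 in the processed intensities, 0.024 and 0.02 above background in raw and processed intensities, 0.023 without rat 3 (-0.032 to 0.023). Skeletal muscle: -0.012 without dimmer probes, 0 in the processed intensities, -0.006 above background, 0.002 plus 50. Epithelial: -0.025 without dimmer probes, 0 in the processed intensities and above background, -0.018 without rat 2 (-0.018 to 0.005). Cartilage: 0 in the processed intensities and 0.056 above background. Neurons: 0 in the processed intensities and -0.116 above background. At a mean above 50 the growth factor list read -0.169, axon guidance -0.045 and the study's list 0.339. The Wnt list read -0.01 without rat 3 and -0.001 without rat 4 (-0.01 to 0.014), and the growth factor list -0.039 without rat 3 (-0.051 to -0.01). The list calls of limb factors ended in 6 alternatives, of TGF-beta in 2 and of craniofacial factors in 1. Signal over background limits what can be said of dim genes, as 7408 probes rose above it on no array. A fit by neqc and a block for slide or scan were planned and not run, since detection p-values, control signals and slide positions were not used here.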

Other observations

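The gene lists of this part were drawn up after the site differences had been seen, and the tests of them were set before the values of the lists were seen. Their p-values were adjusted over the lists of this part alone, without the 35 earlier lists. They are therefore less strict than those of the earlier lists and not to be set beside them. Dusp6 and Egr2 of the serum response list also stood in earlier lists, and the other members in none of them. The members named here were chosen after their values were seen, as were the test of single rats for the cell cycle genes and that of the serum response list without these 2 genes.

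Several antioxidant and conjugation genes were higher in S-Bdc. Glutathione S-transferases Gstm2 (0.81 ± 0.11) and Gstm1 (0.72 ± 0.08), the autophagy receptor gene Sqstm1 (0.71 ± 0.11), the quinone reductase gene Nqo1 (0.61 ± 0.13), catalase, Cat (0.56 ± 0.12), and Blvrb (0.54 ± 0.07) were called. Of 25 target genes of the oxidant sensor Nrf2, 9 were higher and 0 lower, with a median of 0.111 (bootstrap interval 0.054 to 0.36), and the list passed with an estimated correlation (adjusted p = 0.0174). The values are consistent with a stronger antioxidant response in S-Bdc, a hypothesis that passed in 14 of 19 alternatives (adjusted p 0.00151 to 0.111, medians of 0.101 to 0.257). Without rat 5 the median was 0.171 (adjusted p = 0.0515) and without rat 3 0.134 (0.0542). The other targets were not called, so the difference did not extend to the whole list. Among them were Gclm (-0.039 ± 0.057, adjusted p = 0.827), Slc7a11 (-0.062 ± 0.062, 0.717), Srxn1 (0.092 ± 0.055, 0.452) and Txnrd1 (0.104 ± 0.071, 0.544).

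Several genes of the response to serum and of growth were lower in S-Bdc. Of 21 serum response genes 9 were lower, among them Klf6 (-0.65 ± 0.07), Ccn1 (-0.67 ± 0.16), Tpm1 (-0.59 ± 0.10) and Srf (-0.39 ± 0.07), and 1, Myl9 (0.68 ± 0.14), higher, with a median of -0.131 (adjusted p = 0.0174 with an estimated correlation, under the threshold in 14 of 19 alternatives, 0.0136 to 0.111, with medians of -0.523 to -0.104). Its adjusted p was 0.0598 without rat 3 and 0.0579 without rat 5, and 0.029 without Dusp6 and Egr2, with 8 of 19 genes lower and a median of -0.072. Of 17 growth genes that Myc regulates, most of them of ribosome production, 7 were lower and 0 higher, among them nucleolin, Ncl (-0.89 ± 0.07), and fibrillarin, Fbl (-0.54 ± 0.07), with a median of -0.279. Its adjusted p of 0.0498 with an estimated correlation lay under the threshold in 3 of 19 alternatives (0.0149 to 0.224), with medians of -0.337 to -0.248.

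The lower cell cycle genes in S-Bdc are a pattern to follow up, since the study found more cells in S-Bdc by a metabolic dye after plating at equal density, and L-Bdc still growing a day later. Of the 5 pairs, 5 had a median below 0, which argues against 1 rat as the cause, and the median nearest to 0 over the scaling and background alternatives was -0.566, which argues against scaling. S-Bdc closer to rest at harvest and an arrest through p53 stay open, since the median of 17 quiescence genes was 0.049 (bootstrap interval -0.149 to 0.199) and that of 15 p53 target genes 0.08 (0.024 to 0.244, adjusted p = 0.114 with an estimated correlation, 0.036 without the pairing by rat and 0.0872 to 0.315 in the other alternatives). Of the p53 targets 4 were higher and 0 lower, Ccng1 (0.94 ± 0.07), Mdm2 (0.41 ± 0.07), Ei24 (0.42 ± 0.07) and Sesn1 (0.24 ± 0.06). A difference of the sites in growth at equal stage was not tested.

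Other splits of the samples bear on the count of probes called. Of 100 splits of the 10 cultures into 5 and 5, fitted without the rat, 1, the real one, gave as many probes (1915, highest other 9). These splits ignore the pairing by rat, and a mixed split counts the site difference as spread within its groups. They therefore do not exclude chance. Of the 16 assignments of site within rats, all of which part 5 pairs, 1 gave as many (2050, highest other 1), and 16 are too few for a share under 0.05.

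The ratio of deposited means of Irx5 here was 5.64. That is lower than the array value quoted from the study above. The ratio of Reln here was 0.131, and its inverse was 7.63. The first is higher than the array ratio quoted from the study above, and the second lies near the fold quoted there. Of the ratios here, those of Irx5, Msx2 and Reln lie nearer to the value quoted from qRT-PCR, and those of Spp1, Alpl, Wfdc18 (Expi) and Tgfbi nearer to the array value. The ratios of Hoxa7, Tbx3 and Bglap rest on a mean within the background range and cannot be ranked in this way. With the S-Bdc mean set at the background limit, the ratio was 0.0566 for Hoxa7 and 0.233 for Tbx3.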
